# RNA-Seq Profiling of Spinal Cord Motor Neurons from a Presymptomatic SOD1 ALS Mouse

**DOI:** 10.1371/journal.pone.0053575

**Published:** 2013-01-03

**Authors:** Urmi Bandyopadhyay, Justin Cotney, Maria Nagy, Sunghee Oh, Jing Leng, Milind Mahajan, Shrikant Mane, Wayne A. Fenton, James P. Noonan, Arthur L. Horwich

## Abstract

Mechanisms involved with degeneration of motor neurons in amyotrophic lateral sclerosis (ALS; Lou Gehrig's Disease) are poorly understood, but genetically inherited forms, comprising ∼10% of the cases, are potentially informative. Recent observations that several inherited forms of ALS involve the RNA binding proteins TDP43 and FUS raise the question as to whether RNA metabolism is generally disturbed in ALS. Here we conduct whole transcriptome profiling of motor neurons from a mouse strain, transgenic for a mutant human SOD1 (G85R SOD1-YFP), that develops symptoms of ALS and paralyzes at 5–6 months of age. Motor neuron cell bodies were laser microdissected from spinal cords at 3 months of age, a time when animals were presymptomatic but showed aggregation of the mutant protein in many lower motor neuron cell bodies and manifested extensive neuromuscular junction morphologic disturbance in their lower extremities. We observed only a small number of transcripts with altered expression levels or splicing in the G85R transgenic compared to age-matched animals of a wild-type SOD1 transgenic strain. Our results indicate that a major disturbance of polyadenylated RNA metabolism does not occur in motor neurons of mutant SOD1 mice, suggesting that the toxicity of the mutant protein lies at the level of translational or post-translational effects.

## Introduction

The mechanisms involved with degeneration of motor neurons in amyotrophic lateral sclerosis (ALS, Lou Gehrig's Disease) are poorly understood. Inherited forms, accounting for ∼10% of cases, are potentially informative, however. They include mutations in SOD1 (superoxide dismutase 1) [1], [2], ubiquilin [3], VCP (valosin-containing protein; p97) [4], optineurin [5], TDP43 (TAR DNA binding protein 43) [6], [7], and FUS (fused in sarcoma) [8], [9], as well as a recently identified heritable hexanucleotide repeat expansion within an intron of a gene on chromosome 9 [10], [11]. It appears that protein misfolding is involved in the gain of function associated with mutant SOD1-linked disease [2], [12], [13] and that, correspondingly, protein quality control may be affected by mutations in ubiquilin, a protein lying in the pathway of proteasomal degradation [3], [14], in VCP, a AAA+ hexameric ring assembly that acts on ubiquitinated proteins [15], [16], or in optineurin, which encodes an autophagy receptor protein [17]. Although TDP43 and FUS, like SOD1, ubiquilin, and optineurin, are found in aggregates in the cytosol of motor neurons of patients with mutations in these genes, they are RNA binding proteins in which the mutations may lead not only to their misfolding and mislocalization but also to perturbed RNA metabolism, as documented by recent studies [18], [19]. This raises the question of whether RNA metabolism is disturbed in motor neurons as a more general manifestation of disease in other forms of ALS, e.g. in mutant SOD1-associated disease. Here, we have addressed this issue by profiling RNA from laser captured spinal cord motor neurons of an SOD1 mutant transgenic mouse strain using RNA-seq, comparing it with a corresponding wild-type SOD1 transgenic. The SOD1 mutant mice were analyzed at a presymptomatic time point when significant pathologic changes were already occurring, including SOD1 aggregation in many lower motor neuron cell bodies, astrogliosis in the vicinity of such neurons, and morphologic changes in neuromuscular junctions (NMJs) in gastrocnemius muscle. We observe minimal effects on mRNA in the mutant SOD1 transgenic mice, with altered levels of only a small number of transcripts and only rare splicing differences, relative to wild-type SOD1 transgenic mice. Thus, in contrast to the substantial changes in RNA levels and splicing reported for TDP43 and FUS mutant conditions, SOD1-linked disease is not associated with major mRNA disturbance as part of the pathogenic mechanism.

## Results

### Laser capture microdissection of motor neurons

To measure transcriptional differences between motor neurons of mice transgenic for G85R SOD1-YFP and wild-type SOD1-YFP, we carried out laser capture microdissection of cell bodies of large ventral horn motor neurons from spinal cords, followed by RNA-seq. The G85R SOD1-YFP strain carries over 200 copies of the transgene, being homozygous for an insertion on mouse chromosome 4, and most of these animals develop lower extremity paralysis between 4 and 6.5 months of age (Fig. 1A). The wild-type SOD1-YFP strain exhibits a similar steady-state level of fusion protein in spinal cord despite a lower transgene copy number, a function of the >10-fold more rapid turnover of the G85R SOD1-YFP as compared with wild-type [20]. The wild-type transgenic animals do not develop motor disease. We studied animals at 3 months of age, at which time nearly all G85R animals are presymptomatic, albeit that most manifest yellow fluorescent cytosolic aggregates in a fraction of motor neuron cell bodies in spinal cord (Fig. S1). At this time, there is also astrogliosis surrounding these neurons and morphologic alteration of a significant fraction of NMJs in gastrocnemius muscle (unpublished).

**Figure 1:**
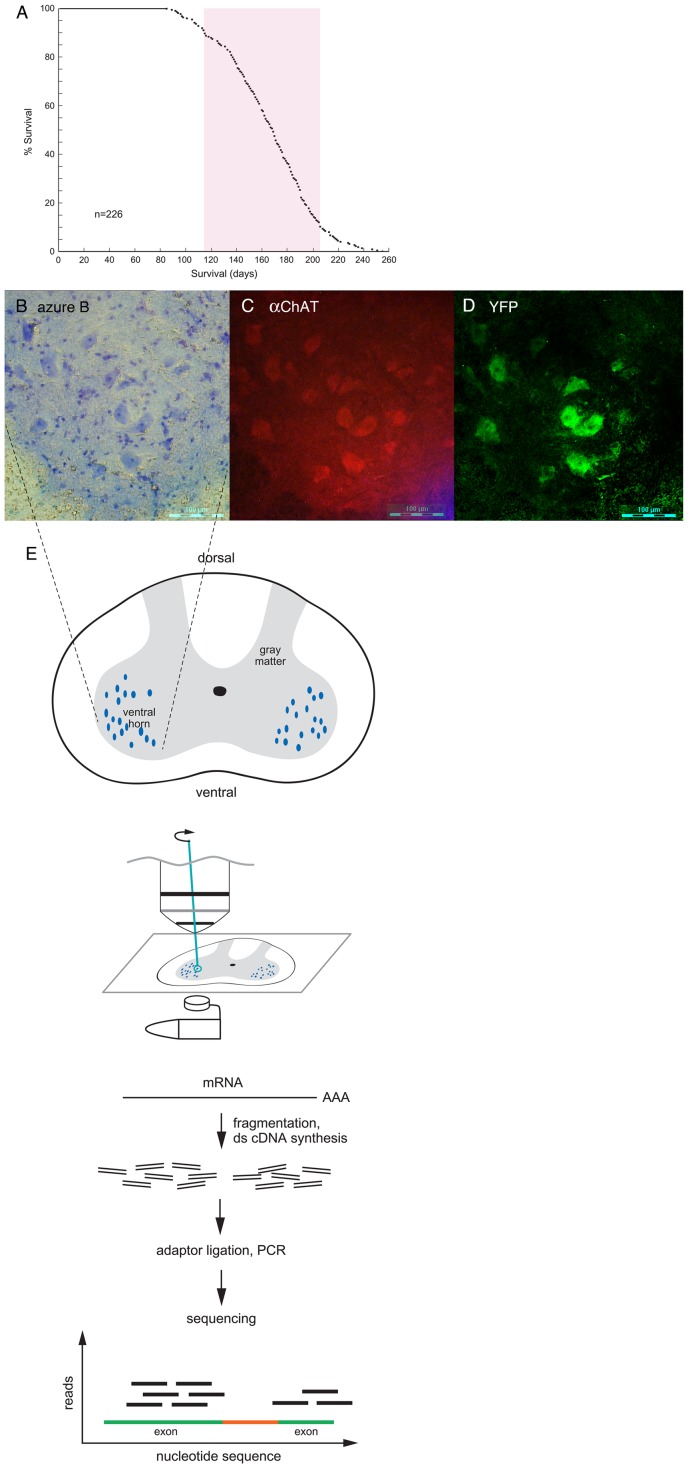
RNA-Seq of laser capture microdissected spinal cord motor neurons from wtSOD1-YFP and G85R SOD1-YFP transgenic mice. A. Survival curve of G85R SOD1-YFP mice with copy number greater than 200. 80% of the mice were paralyzed (and euthanized) between ∼115 days and 205 days (red bar). N = 226. For the present study of motor neuron RNA, presymptomatic mice at ∼90 days of age were used. B.-D. Spinal cord from a 3 month old G85R SOD1-YFP mouse. Frozen section of right ventral horn region is shown, stained with Azure B dye, panel B (see Methods); incubated with anti-ChAT antibodies, panel C; or directly examined for YFP fluorescence, panel D. The large blue-stained cell bodies in panel B are motor neurons as indicated by anti-ChAT staining in panel C. Note that the same cells have YFP fluorescence in panel D. E. Large Azure B-stained cell bodies were laser captured directly into a guanidine thiocyanate solution (see Methods) and subsequent steps carried out as diagrammed (see Methods).

Freshly obtained cords were rapidly frozen in OCT embedding solution and 20 μm cryosections were stained with 1% Azure B dye in 70% ethanol (Fig. 1B; see Methods), then subjected to laser capture microdissection of large cell bodies in the ventral horn (Fig. 1E). The large cell bodies were motor neuron cell bodies, verified by anti-ChAT antibody staining carried out on the same section (Fig. 1C), and exhibited diffuse YFP fluorescence from the expressed fusion protein (Fig. 1D). Some sections from G85R animals also contained cells with large, intensely fluorescent aggregates that exhibited a darker Azure B staining pattern (Fig. S1); these were specifically excluded from laser capture.

Laser-dissected neuron cell bodies were collected directly into guanidine thiocyanate (Fig. 1E) from each of two mutant and two wild-type animals (∼4000 cells/animal), and RNA was prepared from them. The quality and quantity of RNA were determined using a Pico RNA chip on an Agilent 2100 Bioanalyzer. A typical yield from 4,000 cell bodies was ∼50 ng of total RNA, with an RNA Integrity Number (RIN) ≥8.5.

To test the purity of motor neuron RNA from laser captured cell bodies, we assessed for the presence of RNA for GFAP, a protein specific to astrocytes, which surround motor neurons and are abundant in the ventral horn. We carried out qRT-PCR on RNA from laser captured neurons and on an identical amount of RNA similarly prepared from total ventral horn. The amount of GFAP RNA in the motor neuron RNA preparation was ∼8% that in the total ventral horn RNA (Fig. S2). We thus conclude that RNA from motor neuron cell bodies was minimally contaminated with RNA from neighboring astrocytes.

### RNA-seq and differential mRNA expression in motor neurons

Total RNA recovered from motor neuron cell bodies was subjected to polyA selection, fragmentation, cDNA synthesis, adaptor ligation, and library amplification according to the standard Illumina mRNA-Seq protocol (Fig. 1E and see Methods). Seventy-five bp single-end reads were obtained from an Illumina GA IIx for two animals each of the G85R and wild-type strains. The raw data have been deposited in the GEO database, accession number GSE38820. Reads were mapped and gene expression was quantified as previously described [21]. 

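Expression values were analyzed for 4 libraries, each made from the motor neuron RNA of 1 mouse at 3 months of age. The 2 wild-type libraries came from the strain with 6 to 8 copies of the transgene for wild-type SOD1-YFP, and the 2 G85R libraries from the strain with 210 to 300 copies of the transgene for G85R SOD1-YFP, so that genotype, copy number and transgenic strain differed together. The authors mapped the reads with Bowtie to mm9 and to a database of splice junctions built from UCSC Known Genes, and quantified expression with Cufflinks for each UCSC gene cluster. The deposited values are RPKM for 27189 genes in each library, given both as calculated and with 1 read added to every gene. The difference between these values is the RPKM of 1 read, which had a median over genes of 0.0207 and 0.0195 in wild-type replicates 1 and 2 and of 0.0226 and 0.0213 in G85R replicates 1 and 2. Dividing each RPKM by the RPKM of 1 read gave an estimate of the reads behind each gene. These estimates summed to 23541858 and 25186594 reads on genes in the wild-type libraries and to 21560318 and 23016399 in the G85R libraries. The paper's own numbers of uniquely mapped reads are 29235642 and 31066893 for the wild-type libraries and 26704441 and 28362814 for the G85R libraries (Table S1). The RPKM of 1 read relative to wild-type replicate 2 was 1.06 in wild-type replicate 1, 1.16 in G85R replicate 1 and 1.10 in G85R replicate 2, which are the inverse ratios of the paper's uniquely mapped reads, so that the RPKM were scaled by those reads. Between 54.5% and 55.1% of the low estimates in each library were whole numbers, so that the estimates are not exact counts.

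Differences between the genotypes were tested with limma, which fits a linear model to each gene and moderates its variance across genes (lmFit, and eBayes with an intensity trend), on log2(RPKM + 0.1). Fold changes on this scale understate the change of genes with low RPKM. The test covered the 11530 genes with a mean RPKM of at least 1 over the 4 libraries, with Benjamini-Hochberg adjustment. The log-linear LRT of the paper was also applied, as a Poisson model of the RPKM with 1 read added, rounded to whole numbers, for all 27189 genes. Computed in this way, the test statistic equaled the published one for each gene compared, those in the first part of Table S2, which leaves out 25190 of its 27188 genes. With 2 libraries against 2, an exact permutation test of a single gene, two-sided, cannot give a p below 0.333, so that calls of single genes rest on a variance that is shared between genes or assumed. Genes were located with a gene annotation of NCBIM37, the assembly that UCSC names mm9, in which 10538 of the 11530 tested genes (91.4%) were found.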

RNA-Seq generated greater than 40 million reads for each sample, with a minimum of 65% of the reads mapping to the mouse genome at a single location for each replicate. 

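An RPKM above 0 was listed for 17121 and 17398 genes in wild-type replicates 1 and 2 and for 17116 and 17316 genes in G85R replicates 1 and 2, with an SD of 142 over the 4 libraries. Of the 27189 genes in each file, 15953 had an RPKM above 0 in all 4 libraries and 8570 in none. Requiring an RPKM of at least 1 changed these numbers most, to 11557 and 11547 genes in the wild-type libraries and 11520 and 11396 in the G85R libraries.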

We detected expression of 17,237 genes on average from the four samples (Table S1). Overall, gene expression was highly reproducible between the sample replicates as well as between G85R and wild-type samples (Fig. S3). 

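Over the genes with a mean RPKM of at least 1, Pearson's r of log2(RPKM + 0.1) was 0.984 between the wild-type replicates and 0.985 between the G85R replicates. For the 4 pairs of a wild-type and a G85R library, r ranged from 0.973 to 0.981. These correlations are across genes, which are not independent replicates. The median gene differed by 0.156 on the log2 scale between the wild-type replicates, by 0.145 between the G85R replicates, and by 0.147 to 0.189 between libraries of different genotype. The 95th percentile of the same difference was 0.561 and 0.556 between replicates and 0.654 to 0.783 between genotypes. Including all 27189 genes moved r most, and the lowest of the 6 pairs then had an r of 0.991. With a minimum mean RPKM of 5, r was 0.978 between the wild-type replicates and 0.985 between the G85R replicates. It was then 0.979 between both replicates 1 and 0.982 between both replicates 2, above the wild-type replicates. The other pairs of different genotype had 0.971 and 0.9765.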

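With limma, 74 of the 11530 tested genes had an adjusted p under 0.05, 31 with higher and 43 with lower RNA levels in G85R, and 1272 genes had an unadjusted p under 0.05. The number depended on a replicate block and on the filter on low values, among other settings. With replicate number as a block, limma called 527 genes, all 74 among them. What replicates of the same number share is not stated by the paper. With a minimum mean RPKM of 5, 17 genes were called, all of them among the 74, and without a filter 112 genes were called, 2 of them among the 74. Of the genes called by limma, 16 were also called by the log-linear LRT after multiple hypothesis testing correction. The log-linear LRT called 7 of the 5747 genes with a mean RPKM of 1 to 10, 18 of the 5020 genes with 10 to 100, and 37 of the 763 genes with at least 100, since a Poisson model of RPKM takes a higher RPKM as a larger count. Its number of calls depended on the unit, with 1 call when the RPKM were multiplied by 0.1 before rounding and 1358 calls when they were multiplied by 10. Both G85R values lay above or below both wild-type values for 58 of the genes with a BHP under 0.05 (93.5%) and for 304 of those with a raw p under 0.05 (86.4%). The same held for 41.2% of all tested genes, while chance alone gives 33.3%. Genes chosen by a difference between the genotypes in the same libraries tend to separate, so that the shares among the calls are no support for them.

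Among the 10 largest increases called by limma, Txnl4 and AK088877 were listed at an RPKM of 0 in both wild-type libraries. Their RPKM in G85R replicates 1 and 2 were 9.41 and 8.28 for Txnl4 and 3.73 and 6.38 for AK088877. The other increases were in A830023I12Rik, AK076583, 2010015L04Rik, Hbb-b1, Trip10, Mrps10, Scgn, which was not called after quantile normalization, and 1110036O03Rik, with log2 fold changes of 3.91 for A830023I12Rik down to 1.91 for 1110036O03Rik. Hbb-b1 has near-identical copies among which reads can be divided. Among the 10 largest decreases, BC023719 had an RPKM of 9.98 and 4.81 in wild-type and C030030A07Rik 2.60 and 2.68, and both were listed at 0 in the G85R libraries. The others were Rec8, Pde6b, BC071263, EG545758, AK162965, AK148766, 1700003M02Rik and Hddc3, with log2 fold changes from -5.54 for Rec8 to -2.25 for Hddc3. Changes of this size were also called in Chd3 and Ube2j2, named after their values were seen, but only in the lower of their 2 entries. That of Chd3 was listed at 0 in both wild-type libraries and at 3.91 and 1.35 in G85R, and that of Ube2j2 had a log2 fold change of -3.07. The higher entry had a log2 fold change of -0.09 for Chd3 and of 0.43 for Ube2j2 and was called in neither. Chd3 and 1700003M02Rik each lie within 10 tested genes of another called gene. For Hbb-b1 the only called entry so near is its own second entry, which the annotation places at the same position.

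**Figure D1:**
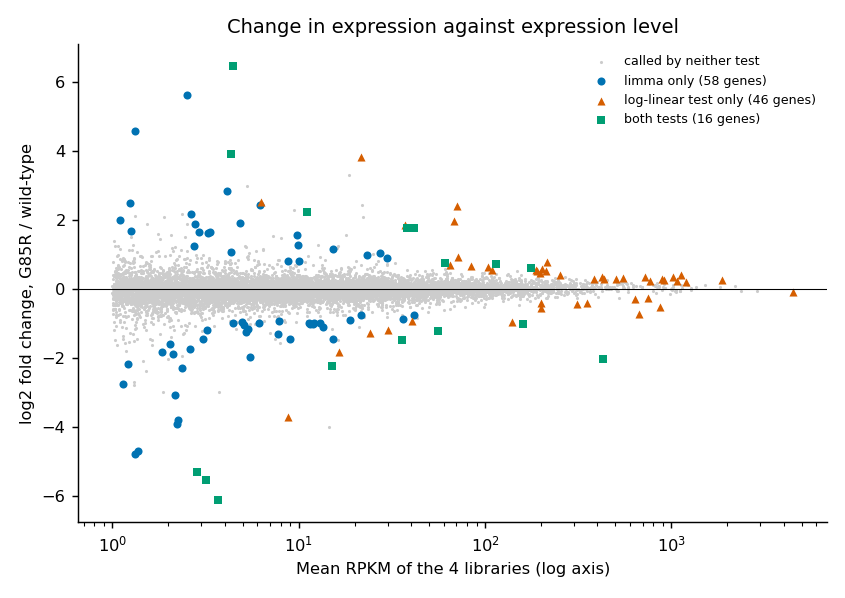
Log2 fold change of each tested gene between G85R and wild-type motor neurons (vertical axis) against its mean RPKM over the 4 libraries (horizontal log axis). Gray points are genes called by neither test, and colored points are the 58 genes called by limma only, the 46 called by the log-linear LRT only and the 16 called by both, with the log-linear calls lying toward high RPKM and small changes.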

Using a log-linear model coupled with likelihood ratio test (log-linear LRT), we identified only 62 genes as differentially expressed between G85R and wild-type motor neurons after multiple hypothesis testing correction (BHP <0.05) [21], [22], out of a total of 352 genes meeting the less-stringent criterion of raw p-value <0.05 (Table S2).

Using the 352-gene list, we found that genes showing reduced mRNA levels in G85R were enriched for gene ontology terms related to several aspects of neuronal function. These included neuronal cytoskeletal components involved in neurite outgrowth and axon formation such as Nefl, Nefm (neurofilament light and medium chains, respectively), and Prph (peripherin) (Table S3). Also in this category were genes associated with calcium metabolism and sensing, such as the calcitonin gene-related peptide (Cgrp) precursors, Calca and Calcb, calcineurin (Ppp3ca), and hippocalcin-like 1 (Hpcal1). 

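On the RPKM with 1 read added, 136 of the genes with a raw p under 0.05 had a lower and 216 a higher mean in G85R. The median size of their change was 0.48 on the log2 scale. Of these genes, 340 had a mean RPKM of at least 1, and 59 were called by limma. The genes with a BHP under 0.05 comprised 23 with lower and 39 with higher means, with a median change of 0.64, so that 62.9% of these calls were increases, compared with 41.9% of the limma calls. The gene ontology analysis was not repeated here.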

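Nefl (Entrez Gene 18039), on chromosome 14 from 68701920 to 68707152, had an RPKM of 4670 ± 530 in wild-type and 4370 ± 652 in G85R (SD, n = 2 libraries each). Nefm (18040), which overlaps it from 68700647 to 68742903 on the other strand, had 2930 ± 184 in wild-type and 2830 ± 63.6 in G85R. In both genes the values of the genotypes overlapped, and the log2 fold changes were -0.10 for Nefl (standard error 0.13, adjusted p = 0.872 from limma) and -0.05 for Nefm (standard error 0.09, adjusted p = 0.907 from limma). After quantile normalization both log2 fold changes were 0.00. That setting gives genes of equal rank in each library the same value. It can thereby remove a change in genes of such high RPKM, so that the 0.00 cannot decide on a decrease. Prph (19132), on chromosome 15 from 98885605 to 98889409, fell from 757 and 870 in the wild-type libraries to 647 and 709 in the G85R libraries, a log2 fold change of -0.26 (standard error 0.11, adjusted p = 0.439 from limma). The log-linear LRT gave a BHP of 0.00362 for Nefl and 0.000518 for Prph, and a raw p of 0.0413 against the chi-square distribution for Nefm. Nefh and Ina had log2 fold changes of -0.03 and 0.09.

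Lists of genes were tested with limma's camera, which compares the statistics of a list with those of all other tested genes, at a preset inter-gene correlation of 0.01 and with adjustment over 27 lists. Of these, 6 had an adjusted p under 0.05. This number moved most when the correlation was estimated from the data, with 0 lists at an adjusted p under 0.05 and 1 list, of cytosolic heat shock genes, at an unadjusted p under 0.05. With fry, a rotation test of limma that keeps the correlation of the genes, 3 lists had an adjusted p under 0.05, and only those of cytosolic heat shock genes and of the calcium genes named by the paper were among the 6. The list of these 5 cytoskeletal genes had an adjusted p of 0.513 (camera), with 1 of the 5 higher in G85R and a median log2 fold change of -0.05. After quantile normalization it was 2 of 5 and 0.00, numbers that include the undecided values of Nefl and Nefm. With limma 1 of the 5 had an unadjusted p under 0.05 and 0 an adjusted one.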

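Calca (Entrez Gene 12310), on chromosome 7 from 121774994 to 121779871, had an RPKM of 748 and 884 in the wild-type libraries and of 340 and 718 in G85R replicates 1 and 2. The log2 fold change was -0.72 (standard error 0.31, adjusted p = 0.462 from limma) and rested on G85R replicate 1, without which it was -0.18. The same library gave the lower value of Calcb (116903), on the same chromosome from 121862157 to 121866879, with 113 and 118 in wild-type and 67.3 and 95.7 in G85R and a log2 fold change of -0.53 (standard error 0.17, adjusted p = 0.308 from limma). Ppp3ca (19055) overlapped between the genotypes, with 193 and 144 in wild-type and 155 and 122 in G85R and an adjusted p of 0.648. Hpcal1 (53602), on chromosome 12 from 17697620 to 17798732, had 184 ± 26.9 in wild-type and 94.4 ± 16.5 in G85R (SD, n = 2 each), a log2 fold change of -0.97 (standard error 0.15, adjusted p = 0.0591 from limma). With limma's robust eBayes Hpcal1 was called. In the log-linear LRT the raw p, from the chi-square distribution, was 1.12e-28 for Calca, 1.97e-14 for Hpcal1, 0.0005 for Calcb and 0.0154 for Ppp3ca.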

Genes whose expression was increased in G85R were enriched for gene ontology terms related to mitochondrial function, ion homeostasis, and cytoplasmic vesicle formation (Table S4). These included nuclear genes encoding mitochondrial proteins primarily associated with OXPHOS complexes I, IV, and V. Overall, however, there was not a general increase in RNA levels for the majority of mitochondrial proteins encoded in the nuclear genome.

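Lists of nuclear genes for mitochondrial proteins were formed by gene symbol, and the numbers given are of tested genes. By its symbol Cox4nb, which is not a subunit of complex IV, is in that list and in the pooled numbers. Its log2 fold change was -0.0. In complex I, 28 of 37 genes had a higher mean in G85R, with a median log2 fold change of 0.06 and single genes between -0.32 and 0.30. In complex IV it was 11 of 13 genes, with a median of 0.10, and in complex V 10 of 15, with a median of 0.05. Against the wild-type mean, the median of complex I was 0.12 in G85R replicate 1 and 0.01 in G85R replicate 2. That of complex IV was 0.01 and 0.13, so that the rise of each came mainly from 1 library. In complex V the medians of the replicates were 0.06 and 0.04. The log-linear LRT gave a raw p under 0.05 for 7 genes of complex I and 3 each of complexes IV and V, all of them increases. With limma 0 of these 65 genes had an adjusted p under 0.05, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05. As a set, complex I was higher (adjusted p = 0.0258 from limma's camera), and complexes IV and V had adjusted p of 0.114 and 0.289. The result for complex I did not hold with fry or with an estimated correlation, nor after quantile normalization, where 22 of its 37 genes were higher and the adjusted p was 0.368. Pooled over the 3 complexes, 49 of 65 genes were higher, or 52 after rescaling by the median ratio and 39 after quantile normalization.

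Complexes II and III had medians of 0.04 and 0.03 over 4 and 7 genes (adjusted p of 0.513 and 0.210 from limma's camera), which were 0.00 for both after quantile normalization. The median was 0.03 for 19 genes of the tricarboxylic acid cycle, which likewise became 0.00 after quantile normalization, 0.00 for 34 mitochondrial carriers, -0.04 for 15 genes of mitochondrial import and -0.05 for 74 genes of the mitochondrial ribosome, and their adjusted p from limma's camera lay between 0.289 and 0.901. Over all 214 nuclear genes, 115 were higher in G85R and the median log2 fold change was 0.01, at the 71.9th percentile of random lists matched on mean expression. Of these genes, 12 had an unadjusted p under 0.05 and 2 an adjusted p under 0.05, both from the mitochondrial ribosome, Mrps10 (log2 fold change 2.22, adjusted p = 0.00421 from limma) and Mrpl55 (-0.88, adjusted p = 0.0312 from limma), the latter named after its values were seen.

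**Figure D2:**
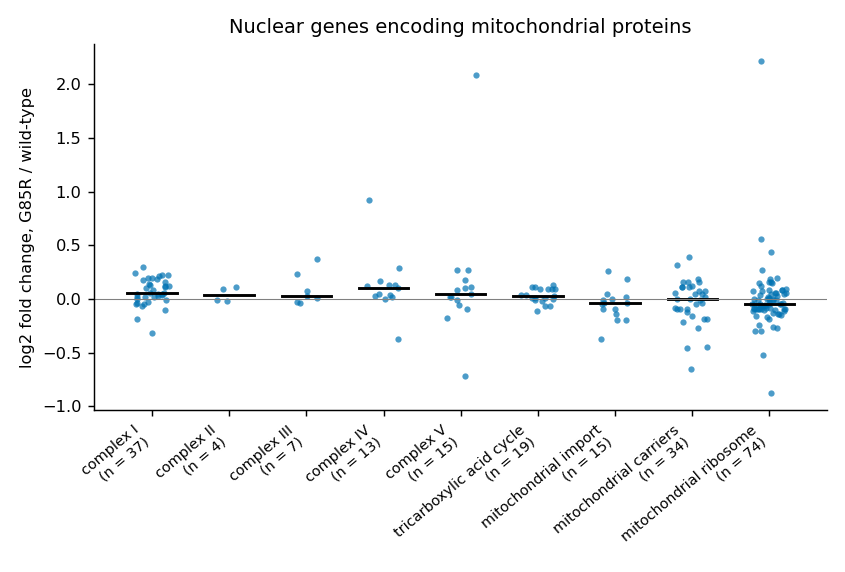
Log2 fold change between G85R and wild-type motor neurons (vertical axis) of each tested gene in 9 groups of nuclear genes for mitochondrial proteins (horizontal axis, n is the number of genes). Points are genes, bars are medians, and all 9 medians lie between -0.05 and 0.10. The group of complex IV includes Cox4nb, which is not a subunit of it.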

To confirm the RNA-Seq results, we subjected a number of differentially expressed genes to validation by qRT-PCR. 

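On the RPKM with 1 read added, 34 of the genes with a BHP under 0.05 and 148 of those with a raw p under 0.05 had means at least 1.5-fold apart. The heatmap of Fig. 2A shows 52 genes. In the log-linear LRT applied here all 52 had a raw p under 0.005 and 47 had a BHP under 0.05, and 27 of them were at least 1.5-fold apart. Both values of one genotype lay above both of the other for 49 of the 52 genes, and limma called 13.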

We chose genes that had at least a 1.5-fold change in expression in the mutant with a BHP value <0.05 or a raw p-value <0.05 (Fig. 2A). For each gene, multiple sets of primers were chosen that spanned exon junctions to eliminate any signal from amplification of contaminating genomic DNA; two exceptions are noted in the Fig. 2B legend. As in the RNA-Seq experiments, RNA prepared from laser captured motor neurons was employed as template for first strand cDNA synthesis. We selected 44 genes for validation by qRT-PCR using 0.19 ng of total RNA per reaction. At this level of starting material, we were only able to validate nine genes as significantly differentially expressed. However, we noted that many of the genes that failed had very high C_t_ values for both wild-type and mutant samples due to low amounts of input RNA. Therefore, a second round of validation was carried out for seven genes that had failed to validate initially, now using 1.5 ng of total RNA per reaction. This resulted in confirmed differential expression for six additional genes. In total, 15 genes were validated as significantly differentially expressed between mutant and wild-type strains by all primer sets across multiple qRT-PCR experiments (Fig. 2B). 

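Pla2g4e (Entrez Gene 329502), on the minus strand of chromosome 2 from 119992148 to 120071071, had an RPKM of 8.76 ± 0.121 in wild-type and 2.14 ± 0.166 in G85R (SD, n = 2 libraries each), estimated from 1137 and 1232 reads in wild-type and 270 and 257 in G85R. Its log2 fold change was -1.99 (standard error 0.14, adjusted p = 0.00219 from limma), a 3.96-fold decrease that ranged from 3.11-fold with a pseudocount of 1 to 4.18-fold without G85R replicate 1. In the log-linear LRT Pla2g4e had a raw p of 0.00191 against the chi-square distribution and a BHP of 0.429. B2m (12010), on the plus strand of the same chromosome from 121973422 to 121978819, rose from 18.9 ± 1.57 to 64.6 ± 8.77 (SD, n = 2 each), estimated from 585 and 699 reads in wild-type and 1760 and 2266 in G85R. The log2 fold change of B2m was 1.77 (standard error 0.13, adjusted p = 0.00256 from limma), a 3.41-fold increase. The gene that the files name Hsp110 and the annotation Hsph1, on the minus strand of chromosome 5 from 150416862 to 150438951, rose from 163 ± 16.8 to 242 ± 4.05 (SD, n = 2 each). Its log2 fold change was 0.57 (standard error 0.11, adjusted p = 0.0899 from limma), a 1.49-fold increase that ranged from 1.38-fold without wild-type replicate 2 to 1.6-fold without wild-type replicate 1. Hsp110 had a BHP of 2.47e-05 in the log-linear LRT.

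These are 3 of the 15 genes of Fig. 2B. Both values of one genotype lay above both of the other in all 15. The decrease of Scg5 (from 694 ± 53.0 to 169 ± 9.39, log2 fold change -2.03) and the increase of Dcxr (from 17.2 ± 1.27 to 59.4 ± 6.14, log2 fold change 1.78; SD, n = 2 each) were of the size of those of Pla2g4e and B2m. Ranked by the size of the change on the RPKM with 1 read added, Scg5 was at rank 1, Pla2g4e at 2, Dcxr at 3, B2m at 4 and Hsp110 at 14. On this scale 12 of the 15 changes were at least 1.5-fold, and those of Vgf (1.47-fold), Fgfr1 and Hsp110 were not. Limma called 6 of the 15 genes, Arl16, Dcxr, Scg5, Ndufaf1, Pla2g4e and B2m, and 14 when the p were adjusted over the list alone, which is not independent evidence, because the study chose the genes from these libraries. The log-linear LRT gave 9 of them a BHP under 0.05 and all 15 a raw p under 0.05. Ndufaf1 was not called after quantile normalization or without the intensity trend, and Kcnc4 was also called with a pseudocount of 1 or with robust eBayes. With limma voom on the estimated reads, chosen after the values were seen, Hsp110, Vgf, Kcnc4 and Hpcal1 were also called. With replicate number as a block, all genes of Fig. 2B that limma had not called were called. Arl16, Ndufaf1, Pla2g4e and B2m each lie within 10 tested genes of another called gene. The neighbors on chromosome 2, of which those not among the 15 were named after their values were seen, were Gchfr, Exdl1, Ndufaf1 and Pla2g4e, with log2 fold changes of -1.18, -1.73, 0.98 and -1.99, and Ell3 and B2m, with 1.67 and 1.77.

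**Figure D3:**
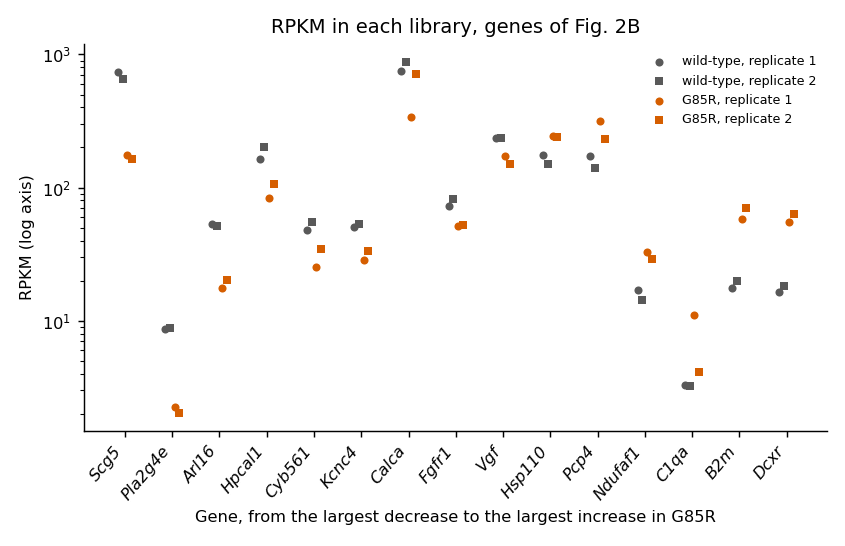
RPKM (vertical log axis) of the 15 genes of Fig. 2B in each library (gray, wild-type; orange, G85R; circles, replicate 1; squares, replicate 2), ordered from the largest decrease to the largest increase in G85R. The G85R replicates of Calca and C1qa lie further apart than those of the other genes.

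**Figure D4:**
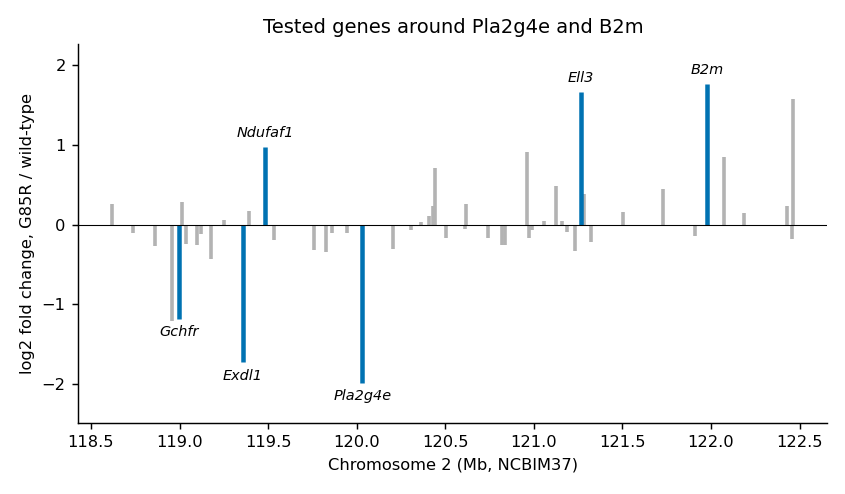
Log2 fold change between G85R and wild-type motor neurons (vertical axis) of the tested genes around Pla2g4e and B2m by their position on chromosome 2 of NCBIM37 (horizontal axis, Mb). Blue bars are the genes called by limma, with their symbols, and gray bars the other tested genes.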

The largest changes identified by both RNA-Seq and qRT-PCR affected an Hsp110 (Hsph1) and β2 microglobulin (B2m) RNA, both >2-fold elevated, and the phospholipase A2, Pla2g4e, which was reduced by approximately 8-fold. Notably absent were changes affecting the other two Hsp110 orthologs (Hspa4 and Hspa4l) or other quality control components, e.g. from the proteasome, UPR, or mitochondrial UPR. 

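Hspa4 had an RPKM of 88.0 and 81.0 in the wild-type libraries and 86.3 and 87.4 in the G85R libraries, a log2 fold change of 0.04 (standard error 0.10, adjusted p = 0.941 from limma). Hspa4l had 76.7 and 68.7 in wild-type and 74.6 and 78.7 in G85R, a log2 fold change of 0.08 (standard error 0.11, adjusted p = 0.877 from limma). With Hsp110 these make up a family of 3 genes with a median log2 fold change of 0.08 (adjusted p = 0.0817 from limma's camera), of which limma called 0, with 1 at an unadjusted p under 0.05. Of 41 tested proteasome genes, 29 were higher in G85R, with a median log2 fold change of 0.06 and a range from -0.38 to 0.38. With limma 0 of them had an adjusted or an unadjusted p under 0.05, and as a set their adjusted p was 0.0675 (camera), and between 0.0433 after rescaling by the median ratio and 0.681 with an estimated correlation under the other settings. Of 22 genes of the endoplasmic reticulum UPR, 5 were higher and the median was -0.08 (adjusted p = 0.210 from limma's camera), with 2 genes at an unadjusted p under 0.05 and 0 at an adjusted one. Of 13 genes of the mitochondrial UPR, 11 were higher, with a median of 0.10 and 1 gene at an unadjusted p under 0.05 and 0 at an adjusted one. The adjusted p of this last set was 0.0585 from limma's camera and went below 0.05 under other settings, with 0.0433 after rescaling by the median ratio, 0.0422 with a minimum mean RPKM of 0.1 and 0.0204 without a filter, while fry gave 0.278 and an estimated correlation 0.641.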

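Hsf1 (Entrez Gene 15499), on chromosome 15 from 76307865 to 76331402, had an RPKM of 17.0 and 23.2 in wild-type replicates 1 and 2 and of 14.6 and 16.7 in G85R replicates 1 and 2, estimated from 686 to 1274 reads per library. Its log2 fold change was -0.35 (standard error 0.17, adjusted p = 0.525 from limma), and the log-linear LRT gave a raw p of 0.345 from the chi-square distribution.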

Consistently, no significant change was detected in the RNA level of the major heat-shock transcription factor, Hsf1 (Table S1). Hsc70 (Hspa8), the major chaperone associating with G85R SOD1 in spinal cord [23], could not be evaluated because of the presence of processed pseudogenes in the mouse genome. 

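The files list Hspa8 (Entrez Gene 15481), on chromosome 9 from 40609067 to 40613283, at an RPKM of 0.837 and 0.709 in the wild-type libraries and of 1.73 and 82.9 in G85R replicates 1 and 2. The value of G85R replicate 2 rests on an estimated 5509 reads and the others on 52 to 108. Without that library the log2 fold change was 1.07, and with all 4 libraries it was 3.82 (standard error 1.49, adjusted p = 0.417 from limma).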

From these data, it appears that, at this presymptomatic time when protein aggregation and gliosis, as well as effects on NMJs, are already occurring (unpublished observations), there is no global heat shock or unfolded protein response in the motor neurons. By contrast, we have validated several components involved with metabolizing or sensing calcium, such as Hpcal1, Calca, Pcp4, and Pla2g4e, suggesting a role for calcium-regulated pathways in the pathogenesis of this model system. 

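A list of 24 genes of the cytosolic heat shock response, with Hsf1, Hsp110 and its orthologs among them, had a median log2 fold change of 0.23, with 20 of the 24 genes higher in G85R. The median was 0.26 after rescaling by the median ratio and 0.18 after quantile normalization, again with 20 of 24 higher. As a set the list was higher in G85R (adjusted p = 1.41e-07 from limma's camera), also with fry (adjusted p = 0.0483) but not with an estimated correlation (adjusted p = 0.641). Medians of random lists matched on mean expression ran from -0.06 to 0.08 over their central 95%. Limma called 3 of the 24 genes, and 7 when the p were adjusted over the list alone. Hspa1b had an RPKM of 0.986 and 1.29 in wild-type and 4.4 and 4.44 in G85R (log2 fold change 1.88, adjusted p = 0.0128 from limma), but it and Hspa1a are near-identical copies between which reads can be divided. Dnaja1 rose from 23.1 and 18.4 to 39.0 and 38.4 (log2 fold change 0.91, adjusted p = 0.0480 from limma) and Dnajb1 from 42.8 and 48.0 to 81.0 and 72.3 (log2 fold change 0.75, adjusted p = 0.0489 from limma). Dnajb1 was not called after quantile normalization, with a pseudocount of 0.01 or without the intensity trend, and Dnaja1 lies within 10 tested genes of another called gene. Without Hspa1a and Hspa1b the median of the remaining 22 genes was 0.19. The log-linear LRT gave a raw p under 0.05 for 9 of the 24 genes, all increases. From the change of Hsp110 without changes of its orthologs, of Hsf1 or of proteasome and UPR genes, the paper proposes that there is no global heat shock or unfolded protein response in the motor neurons at this age.

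**Figure D5:**
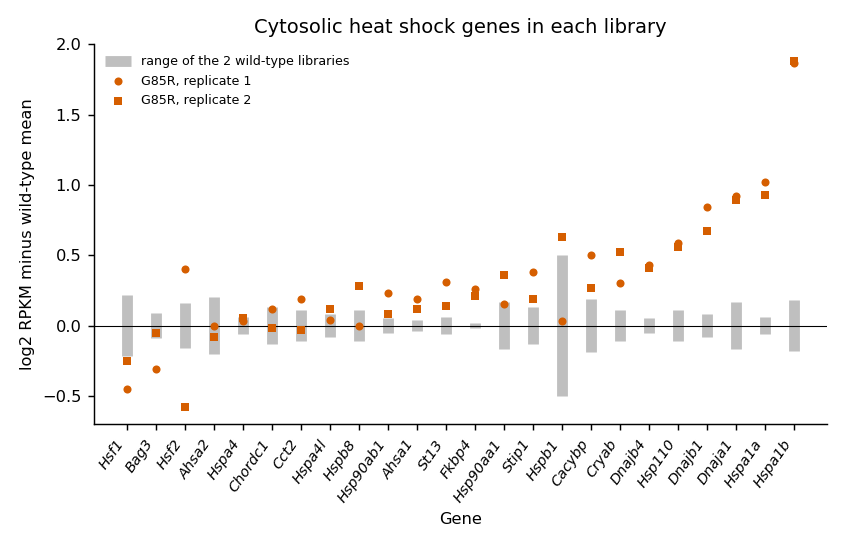
Log2 RPKM of 24 cytosolic heat shock genes in each G85R library (orange; circles, replicate 1; squares, replicate 2) relative to the wild-type mean (vertical axis), ordered by log2 fold change. Gray bars span the 2 wild-type libraries, and both G85R libraries lie above 0.5 for Hsp110, Dnajb1, Dnaja1, Hspa1a and Hspa1b.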

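Pcp4 (Entrez Gene 18546), on chromosome 16 from 96689213 to 96747400, had an RPKM of 174 and 140 in wild-type and 315 and 232 in G85R, a log2 fold change of 0.79 (standard error 0.17, adjusted p = 0.130 from limma). With Calca, Calcb, Hpcal1, Ppp3ca and Pla2g4e it makes up the 6 calcium genes that the paper names, of which 1 was higher in G85R and 5 were lower, with a median log2 fold change of -0.62. As a set they were lower in G85R (adjusted p = 0.00486 from limma's camera), also with fry (adjusted p = 0.0371) but not with an estimated correlation (adjusted p = 0.641). Of the 6, limma called only Pla2g4e, and 4 when the p were adjusted over the list alone. Because the study named these genes from the same libraries, neither result is independent evidence.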

The nature of the large diminution of Pla2g4e RNA remains unclear. Using an available antibody, we observed punctate staining for Pla2g4e in the cell bodies of wild-type motor neurons, whereas mutant cells exhibited only diffuse staining (Fig. S4). The Pla2g4e staining in wild-type cell bodies largely co-localized with the lysosomal marker Lamp2 (not shown), as would have been predicted by an earlier localization study [24].

**Figure 2:**
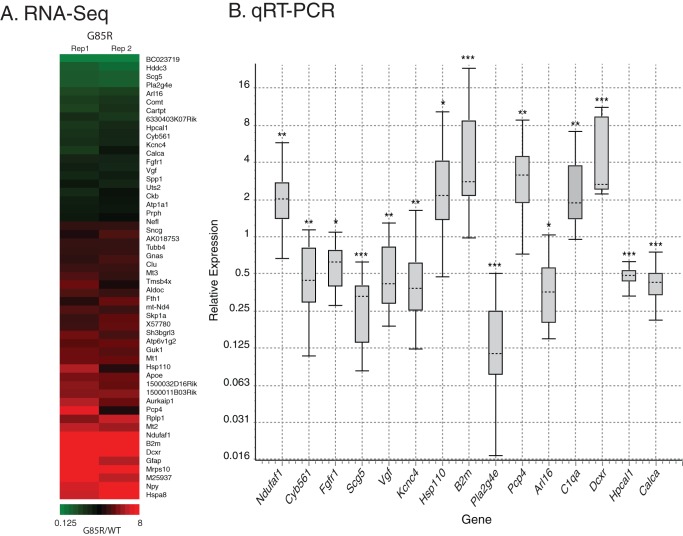
Differential expression in G85R motor neurons. A. Heatmap of selected genes from Table S2 significantly differentially expressed (raw p-value <0.005) between wild-type and G85R SOD1-YFP mice. For each gene listed, the ratio of RPKM values (G85R/WT) for individual pairs of biological replicates (Rep1, Rep2) is plotted according to the color code below. B. Validation of differentially expressed genes in G85R by qRT-PCR. Shown are box plots representing relative expression values of each gene in G85R versus wild-type motor neurons. Upper whisker represents top 25% of values, box represents the middle 50% of values, and lower whisker represents bottom 25% of values. Median value is indicated by horizontal dashed line. Statistical significance calculated by REST 2009 [37] is indicated by *  =  p<0.05, **  =  p<0.005, ***  =  p<0.0005. RNAs from at least three different mouse pairs were compared for each gene. Note that the Hsp110 and B2m validations used one exon-junction-spanning and one non-spanning primer set; minus reverse transcriptase controls for these samples were negative for DNA contamination. The expression changes in the left nine genes were validated with 0.19 ng of total RNA, while the remaining six were validated with 1.5 ng of total RNA.

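Computed per replicate pair from the RPKM with 1 read added, the ratio was taken for the 51 of the 52 genes with an RPKM above 0 in all 4 libraries. BC023719, listed at 0 in both G85R libraries, was left out, since its ratio would rest on the added read. For 48 of these genes the rounded log2 ratios of both pairs had the same sign. The pairs were opposite in AK018753 (-0.14 and 0.63) and Apoe. In mt-Nd4 the rounded ratios were 0.00 and 0.67, with an RPKM that rose from 686 to 688 in pair 1. In 6 genes the pairs differed by more than 1 on the log2 scale. The log2 ratios of pairs 1 and 2 were 1.03 and 6.84 for Hspa8, 1.07 and 4.07 for Npy, 3.00 and 0.73 for Gfap, 2.89 and 1.04 for M25937, 1.35 and 0.04 for Rplp1, and 1.10 and -0.01 for Apoe. In each of these 6 genes the G85R replicates lay further apart than the wild-type replicates, so that 1 G85R library decided the size of the change. The pairs are those of Fig. 2A, formed by replicate number, and neither the paper nor the labels of the samples say what the members of a pair share. There is no replicate of a pair.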

### Lack of major disturbances of mRNA processing in the G85R mutant strain

Recent studies using a Tdp43 knockdown model for ALS have suggested that misregulation of RNA-splicing is a major contributor to ALS onset and progression in that setting [18]. In contrast, the effect here of transgenic G85R SOD1-YFP on motor neuron RNA splicing was minimal. We detected only 8 of the 287 aberrant splicing events identified in the Tdp43 study in either wild-type or G85R transcriptomes. Of these, only three genes, Eif4h, Hisppd2a, and Spp1, showed evidence of differential splicing exclusively in the G85R strain (validated by qRT-PCR; Table S5), suggesting that mutant SOD1 is associated with a different mechanism of disease causation.

In addition, RNA editing has been implicated in neuronal cell death in human ALS patients [25]. In particular, under normal conditions, nearly all GLUR2 transcripts (Gria2 in mouse) have been shown to be edited in normal motor neurons and other neuronal tissue, resulting in the change of a glutamine codon to an arginine codon. On the other hand, some spinal motor neurons of end-stage sporadic ALS patients exhibited significantly decreased editing at this position [25]. Analysis of Gria2 transcripts in the RNA-Seq data sets from our transgenic mice confirmed extensive editing of the transcript, but we detected no differences in editing efficiencies between wild-type and G85R motor neurons. Similarly, such differences in editing have not been observed in individual neurons of rats expressing H46R or G93A mutant forms of human SOD1 [26].

RNA-Seq also allows the detection of regions of the genome not previously annotated as being transcribed (novel TARs). We detected 4860 novel TARs in the two strains. As was observed for mRNA expression differences, only a small fraction of these were differentially expressed in G85R, 23 reduced and 44 increased (Table S6). The collective of novel TARS likely represents a variety of RNA types, including long noncoding RNAs, enhancer RNAs, and novel UTRs of known mRNAs [27]. In order to better evaluate these sequences, we associated novel TARs upregulated in G85R with the nearest two genes. These genes were then grouped according to gene ontology using all novel TARS as a background set. We found a single gene ontology molecular function category that was enriched, that of heat shock protein binding, containing three genes (Table S7). It was not clear that the novel TAR in the neighborhood of one of these genes, Dnajb1, was actually part of that gene's transcript. In contrast, the other two genes in this category, Limk1 (Lim domain-containing kinase 1) and Gak (cyclin G-associated kinase; auxilin 2), had novel 3′-UTRs clearly associated with a fraction of the transcripts and present almost exclusively in G85R (Fig. 3A). There are no annotated ESTs or antisense transcripts in these regions, and the sequence in these locations was found to be uniquely mappable, precluding these UTRs from being overlapping transcripts or arising from artifacts in the alignment. The extensions for Limk1 and Gak are approximately 1700 nt and 1500 nt, respectively, and do not alter the coding potential of the original transcript nor create additional open reading frames. We confirmed the presence and overabundance of these novel 3′-UTRs via qRT-PCR (Fig. 3B).

**Figure 3:**
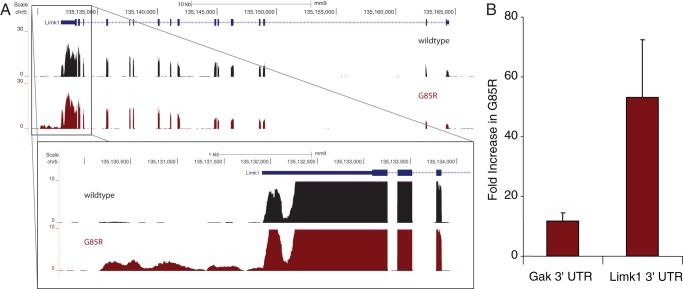
Differential expression of novel TARs in G85R motor neurons. A. RNA-Seq signal plots in reads per million mapped reads at the Limk1 gene from wild-type (black) and G85R (red) motor neurons. The canonical Limk1 gene map is shown at the top. The enlarged region shows a clear 3′-UTR extension in G85R motor neuron RNA. Similar data were observed for Gak (not shown). B. Validation of novel 3′-UTRs of Gak and Limk1 by qRT-PCR. Values are relative expression for each 3′-UTR in G85R versus wild-type motor neuron RNA.

## Discussion

In sum, RNA-Seq analysis of motor neurons in transgenic G85R SOD-YFP ALS animals at a presymptomatic timepoint identifies a small degree of change of only a few mRNAs, even though aggregation is already occurring in some motor neuron cell bodies, with surrounding astrogliosis, and there are morphologic NMJ abnormalities. 

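Of the 11530 genes tested, 95.2% changed by less than 1.5-fold between the genotype means of log2(RPKM + 0.1) and 98.5% by less than 2-fold, leaving 170 genes with a change of 2-fold or more. The median gene changed by 0.12 on the log2 scale. The genes called by limma without a block were 0.64% of those tested, and with replicate number as a block limma called 527 genes. The genes with a BHP under 0.05 were 0.36% of those detected. On data simulated with independent noise at the variances that limma had estimated, limma without the block recovered 92.5% of 200 genes changed by 2-fold. Of its calls 8.4% were unchanged genes. With no change in any gene it made 1 call, and 4.5% of genes had an unadjusted p under 0.05. In the data 1272 of the 11530 genes had such a p. Because the noise was drawn from limma's own variances, the simulation favors limma. No recovery was computed for changes under 2-fold.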

Although it cannot be excluded that one or more of these changes, for example depression of the mRNA for Pla2g4e or other calcium-related genes identified here, could be a primary driver of mutant SOD1-linked disease, it seems more likely that the few changes at the RNA level observed here are secondary responses to the effects of high level expression of the misfolded protein in motor neurons. For example, the elevation of mRNA for the cytosolic molecular chaperone, Hsp110, is likely a stress response to the misfolded cytosolic mutant SOD1. The profile observed here contrasts with the substantial changes in mRNA biogenesis reported in the setting of TDP43 or FUS-linked pathogenesis, where both levels and splicing of many RNAs are affected [18], [19].

An earlier microarray study of RNA from laser captured motor neurons from presymptomatic G37R SOD1, as well as G85R transgenic mice likewise observed a relatively small number of genes that exhibited altered transcript levels [28]. Changes were observed in the D/L serine biosynthesis pathway, but these were specific to G37R. Changes in complement components were observed in both strains. 

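C1qa (Entrez Gene 12259), on chromosome 4 from 136451832 to 136454718, had an RPKM of 3.29 and 3.24 in the wild-type libraries and of 11.0 and 4.14 in G85R replicates 1 and 2, estimated from 104, 109, 319 and 127 reads. The log2 fold change of 1.03 (standard error 0.40, adjusted p = 0.417 from limma) was decided by G85R replicate 1, without which it was 0.33. The log-linear LRT gave C1qa a raw p of 0.0459 from the chi-square distribution and a BHP of 1.0. The neighboring genes C1qb and C1qc, named like C4a after their values were seen, had log2 fold changes of 0.55 and 0.83, with RPKM of 8.82 and 6.75 in G85R replicate 1 and of 4.75 and 4.25 in G85R replicate 2. Of 24 complement components in the files, 8 had a mean RPKM of at least 1, and 4 of these were higher in G85R. Their log2 fold changes ran from -1.46 for C4a to that of C1qa, 4 had an unadjusted p under 0.05 in limma and 0 an adjusted one, and the log-linear LRT gave only C1qa a raw p under 0.05. The value of C4a came from G85R replicate 2, without which it was -0.38. As a set the complement genes had an adjusted p of 0.901 (limma's camera), and the direction of the set changed from lower to higher with a minimum mean RPKM of 5. Of the D/L serine biosynthesis genes, Psat1, Srr, Shmt2 and Psph had a mean RPKM of at least 1. Their log2 fold changes lay between 0.00 and 0.19, and 0 of the 4 had an unadjusted p under 0.05 in either test (adjusted p of the set 0.257 from limma's camera).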

In the present study, we detected these RNAs, but only C1qa differed significantly between G85R and wild-type animals. A microarray study of RNA from laser dissected spinal motor neurons of G93A SOD1 mice at three time points in the development of disease also found a relatively small number of changes relative to non-transgenic litter mates, particularly at later stages of disease [29]. No significant commonalities between either of the two previous studies [28], [29] and the study here were apparent, except that all found one or more components of the complement system upregulated. We validated this change in C1qa via qRT-PCR, suggesting that this difference might be involved in pathogenesis. It is not clear, however, whether this is a motor neuron derived transcript or a contaminant from inadvertently dissected surrounding activated glia, given that C1q has been implicated in neuroinflammation. Another microarray study, using laser captured motor neurons from cranial nerve nuclei and cervical spinal cord of presymptomatic G93A rats, focused on transcription differences between these regions that might account for the sparing of cranial nerves 3/4 from disease [30]. Notably, IGF-II and guanine deaminase RNAs were preferentially expressed in cranial nerve 3/4 motor neurons of G93A rats, but no comparisons were made with expression patterns in wild-type animals.

The previous laser capture studies used early versions of mouse microarrays with only single probes to several genes we have identified here, such as Pla2g4e, making them relatively insensitive to changes in such genes. In addition, these array experiments would not have been able to detect any previously unannotated transcripts such as those we observed here at the 3′-end of Limk1 and Gak, both of which could be of further interest. For example, loss of Limk1 results in the regression of presynaptic motor neuron termini in Drosophila and altered dendritic spines in mice [31], [32]. Moreover, Limk1 transcripts are translated locally in dendrites of cultured hippocampal neurons and regulated through the 3′-UTR by miR134 [33]. The extension of the 3′-UTR we have observed could introduce additional regulatory sequences affecting the maintenance of neuromuscular junctions and/or dendritic spines. The role of Gak (auxilin 2) in neurons is less well defined, but it contains an auxilin-type J-domain and interacts with Hsc70 to support clathrin uncoating and vesicle cycling in non-neuronal tissues, where it is the only auxilin [34]. It is upregulated in brains of auxilin knockout mice and supports sufficient uncoating activity to permit some animals to survive [35]; in contrast, Gak knockout is an early post-natal lethal [36].

Given the small number of changes observed here in a mutant SOD1-linked setting, it seems more likely that the primary effect(s) of the mutant SOD1 protein either lie at the level of translation or are post-translational. Post-translational effects, in particular, could involve interaction between the misfolded mutant SOD1 and cellular cytosolic or membrane proteins, which could affect their roles in macromolecular traffic, organellar function, and/or synaptic function. Further translational, morphologic, and biochemical analyses may be able to address how the mutant SOD1 protein drives motor neuron pathology.

## Materials and Methods

### Ethics statement

This study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animal experiments were conducted according to a protocol approved by Yale University Institutional Animal Care and Use Committee (protocol #2011–10931).

### Animals

The transgenic mouse strains, wild-type SOD1-YFP (strain 592) and mutant G85R SOD1-YFP (strain 737), have been described [23]. The transgene copy numbers of all animals were determined by qPCR using primer sets for human genomic SOD1 and mouse genomic ApoB, as recommended by Jackson Laboratories. Animals of the 737 strain that were used for RNA isolation had apparent copy numbers between 210 and 300; copy numbers for the wild-type 592 strain were 6–8.

### RNA preparation

Wild type (strain 592) and mutant (strain 737) transgenic mice were sacrificed with a lethal dose of ketamine, followed by cardiac perfusion with PBS for 2 min. Spinal cords were dissected within 5 min, divided transversely into 9 to 10 pieces, embedded in OCT, then frozen in 2-methybutane cooled with liquid nitrogen. They were stored at −80°C until used for RNA preparation. Twenty micron frozen tissue slices, each containing 9–10 individual sections, were produced using a Leica CM3050S cryostat at −20°C and mounted on RNase-free PEN-membrane 2 μm slides (Leica); they were kept at −80°C until used. Individual slides were thawed and dried for 30–40 sec, followed by washing for 30–45 sec in RNase-free 70% ethanol for OCT removal. The following steps were then performed in order: 30–45 sec incubation in 1% Azure B (MP Biomedicals) in 70% ethanol, two 30–40 sec washes in 70% ethanol, and 40 sec air-drying. Azure B stained motor neuron cell bodies from the ventral horn from each section on the slide were laser dissected (Leica LMD6000, 20X objective) and collected in 30 μl guanidine thiocyanate buffer + DTT (RLT buffer; RNeasy Micro kit, Qiagen) into the cap of a 0.6 ml microfuge tube. Recovery of all identifiable motor neurons from the 9–10 sections on each slide (∼150 total) required <30 min. Individual collection tubes were stored at −20°C until a sufficient number had been collected. Samples were thawed and pooled, and total RNA was extracted from 3000 to 4000 motor neuron cell bodies from each animal using the RNeasy Micro kit (Qiagen) according to the protocol provided for LMD tissue. The quality of the RNA was determined on an Agilent 2100 BioAnalyzer using an RNA Pico chip. Total RNA preparations with an RNA Integrity Number (RIN) above 8.5 were used for RNA-Seq and qRT-PCR. RNA from two animals from each strain was analyzed separately by RNA-Seq, and RNA from at least 3 animals per strain was analyzed by qRT-PCR.

### Transcriptome and splicing analysis

Seventy-five bp single-end reads were mapped using Bowtie (v 0.12.3) to the mouse genome (mm9), and a custom splicing database generated from UCSC Known Gene annotation as previously described [21]–[22]. Gene expression was quantified using Cufflinks (v 0.8.3), and differential expression was determined as previously described [21]–[22].

### Quantitative reverse transcriptase PCR

Multiple sets of primers (each spanning an exon-exon junction) were designed for each mRNA of interest using Primer Blast (NCBI) against the *Mus musculus* mRNA RefSeq database (Table S8). In preliminary experiments with cDNA prepared from isolated mouse brain RNA, amplified products from each primer pair were subjected to DNA sequencing to confirm their specificity; those sets that produced incorrect or mixed sequences were not used. In general, at least two satisfactory pairs were identified for each RNA; exceptions are noted in the figure legends. cDNA from total RNA from each sample was generated using SuperScript III First Strand Synthesis System (Invitrogen) with a mixture of random hexanucleotide and oligo-dT primers. qRT-PCR reactions were performed in triplicate on a volume of cDNA corresponding to 0.19 ng or 1.5 ng of input motor neuron RNA in a 10 μL reaction volume per well using Power SYBR Green PCR Master Mix (Applied Biosystems) on an ABI PRISM 7900 (Applied Biosystems) (Fig. 2B legend). One set of mouse Gapdh primers and two sets of mouse Hprt1 primers were used as reference for all samples. The reference mRNAs showed no difference in expression between mutant and wild-type. Because of the small amount of RNA available, controls without reverse transcriptase in the first strand synthesis reaction were carried out randomly with only a few primer sets. An exception was in the study of the novel TARs for Limk1 and Gak (Fig. 3B), where the size of the extended RNA segment precluded using an exon-exon junction pair and necessitated the inclusion of this control. No amplification products were observed in any of the minus reverse transcriptase reactions, including those performed for the experiments in Fig. 3B. Fold-change between mutant and wild-type mice were determined using the ΔΔC_t_ method as implemented in the Applied Biosystems software; calculations using any of the reference sets gave the same results within experimental error.

## Supporting Information

Figure S1 **Aggregation in motor neurons of a 3 month old G85R SOD1-YFP mouse.** Image of right ventral horn of the spinal cord of a 3 month old G85R SOD1-YFP animal at the lumbar level showing: left, YFP fluorescence and, right, Azure B staining. A number of the motor neuron cell bodies have very strong local YFP fluorescence, indicative of aggregation, which has been confirmed by EM analysis (unpublished observations). The corresponding Azure B-stained cell bodies (red arrow heads) are much darker than the other cell bodies. Such motor neurons were not laser captured for this study.
(PDF) Click here for additional data file.

Figure S2 **Contamination by astrocyte RNA in harvested motor neurons.** Relative expression of GFAP, an astrocyte-specific marker, in wild-type and mutant motor neurons compared to total ventral horn.
(PDF) Click here for additional data file.

Figure S3 **RNA-Seq reproducibility.** Scatter plots of log_2_(RPKM) values from wild-type and G85R replicates. Pearson correlation coefficients for each comparison are indicated by R.
(PDF) Click here for additional data file.

Figure S4 **Antibody staining of lumbar spinal cord section with anti-Pla2g4e antibody.** A) Representative sections are shown for 3-month old wild-type SOD1-YFP (top row) and G85R SOD1-YFP animals (bottom row); 20 µm sections from perfused animals were subjected to immunohistochemistry as described in Methods S1. Left panels, YFP fluorescence (green) with DAPI staining (blue); in the wt animal, a motor neuron in the center of the panel is strongly YFP fluorescent and, likewise, a neuron at the lower right in the mutant animal is fluorescent. Middle panels, after anti-Pla2g4e antibody staining using an Alexafluor 555 (red) secondary antibody, the wild-type motor neuron exhibits cytosolic puncta, whereas the mutant fails to show similar staining in the neuron. The wild-type did not exhibit such staining in the absence of the primary antibody (not shown). Right hand panels, merge. Magnification 100x with oil immersion objective. B) Quantification of Pla2g4e immunofluorescence. Images such as those in Fig. S4A were quantitated by counting the red Pla2g4e puncta associated with YFP-positive (green) ventral motor neurons. The percent of cells with >30 puncta (blue bars), 10–30 puncta (red bars), and <10 puncta (yellow bars) is shown for three sets of wild-type (WT) and G85R mutant animals. The number of cells evaluated for each animal is shown in parentheses. Note the large number of mutant motor neurons with <10 Pla2g4e-staining puncta compared to wild-type, where most show >30 puncta. This reduced antibody staining correlates well with the reduced mRNA levels for this protein detected by RNA-Seq (Table S2) and qRT-PCR (Fig. 2B).
(PDF) Click here for additional data file.

Methods S1 (DOC) Click here for additional data file.

Table S1 **Sequencing Statistics.** Total and uniquely mapped reads for wild-type and G85R motor neurons. Total genes detected as expressed for each sample are defined as any gene with an RPKM greater than zero from original read mapping. The total level of gene expression for each sample was determined as the sum of RPKM for all genes.
(XLSX) Click here for additional data file.

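Over the 27189 genes, the deposited RPKM summed to 387126 and 388781 in wild-type replicates 1 and 2 and to 392209 and 393780 in G85R replicates 1 and 2. The 10 genes with the highest RPKM took between 5.3% and 5.5% of these sums in each library.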

Table S2 **Wild-type versus G85R motor neuron differential gene expression.** Log-linear analysis with LRT-statistic of wild-type and G85R motor neuron RPKMs. Columns are: UCSC cluster id, UCSC transcript id, MGI gene symbol, Entrez Gene accession number, wild-type replicate 1 RPKM, wild-type replicate 2 RPKM, G85R replicate 1 RPKM, G85R replicate 2 RPKM, log_2_ fold change, LRT statistic, raw p-value, Bonferroni corrected p-value, and Benjamani-Hochberg corrected p-value (BHP). All RPKMs were calculated by adding one read to all genes to eliminate zero values.
(XLSX) Click here for additional data file.

Table S3 **DAVID output for genes with increased levels in G85R.** Full DAVID output [S2,S3] for genes identified as having increased levels in G85R from Table S2 (BHP ≤0.05 and/or raw p-value ≤0.05 and log2 fold change ≥2).
(XLSX) Click here for additional data file.

Table S4 **DAVID output for genes with reduced levels in G85R.** Full DAVID output [S2,S3] for genes identified as having reduced levels in G85R from Table S2 (BHP ≤0.05 and/or raw p-value ≤0.05 and log2 fold change ≥2).
(XLSX) Click here for additional data file.

Table S5 **Splice identification in wild-type and G85R motor neurons.** Identification and number of reads supporting each novel splice in each RNA-Seq replicate. Columns are: UCSC transcript id, MGI gene symbol, Entrez Gene accession number, junction coordinate, Reads mapping to junction from wild-type replicate 1, wild-type replicate 2, G85R replicate 1, and G85R replicate 2.
(XLS) Click here for additional data file.

Table S6 **Differentially expressed novel TARs in G85R.** Identification and log-linear analysis with LRT-statistic of novel transcriptionally active regions in wild-type and G85R motor neurons. Columns are: novel TAR id, wild-type replicate 1 RPKM, wild-type replicate 2 RPKM, G85R replicate 1 RPKM, G85R replicate 2 RPKM, log_2_ fold change, LRT statistic, raw p-value, Bonferroni corrected p-value, and Benjamani-Hochberg corrected p-value (BHP).
(XLSX) Click here for additional data file.

Table S7 **Gene ontology enrichment for genes associated by novel TARs with increased levels in G85R motor neurons.** Full GREAT output for gene ontology enrichments of genes assigned to novel TARS compared to a background set of all novel TARs identified in wild-type and G85R expression data.
(XLSX) Click here for additional data file.

Table S8 **Primers used in qRT-PCR.**
(XLS) Click here for additional data file.

# Supplementary material for: RNA-Seq Profiling of Spinal Cord Motor Neurons from a Presymptomatic SOD1 ALS Mouse
**Source:** PLoS One. 2013 Jan 3;8(1):e53575. doi: 10.1371/journal.pone.0053575
**Supplement:** Methods S1

Supporting Information – Methods
Immunohistochemistry 
Immunohistochemistry was performed on 20 ìm cross-sections cut from spinal cords embedded in OCT as described in Materials and Methods, except the mouse was perfused with 2% paraformaldehyde (PFA) in PBS before removing the cord.  Tissue sections on Snowcoat X-tra slides were post-fixed using 2% PFA in PBS for 15 min.  Antigen retrieval was carried out using 0.1% trypsin + 0.1% CaCl2, pH 7.5, for 30 min at 37°C, followed by three 1-min PBS washes.  Sections were permeabilized with 0.5% Triton X-100 for 15 min at room temperature and washed as before prior to blocking with 10% donkey serum in PBS + 0.1% Triton X-100 for 30 min at 37°C.  Incubation with Pla2g4e antibody [group IVE sPLA2 (K-15); Santa Cruz Biotechnology, sc-247087] (1:100) was performed for 1 hr at 37°C followed by overnight at 4°C.  After three 3-min washes with PBS, slides were incubated with secondary antibody, Alexafluor 555 donkey á-goat IgG (Invitrogen) (1:1000), for 1 hr at room temperature in the dark. After three 3-minute washes with PBS, slides were treated with 10 mM CuSO4 in 50 mM ammonium acetate, pH 5, for 15 min at room temperature to remove lipofuscin autofluorescence [S1] prior to mounting with Vectashield containing DAPI (Vector Laboratories).  Fluorescence microscopy was performed using an Olympus IX81 microscope.
For the images in Fig. 1, a modified protocol was used.  Twenty micron sections were prepared from an OCT-embedded spinal cord that had not been perfused with PFA, mounted on Snowcoat X-tra slides, thawed, washed with cold PBS to remove the OCT, and post-fixed as above.  Sections were permeabilized with 0.5% Triton X-100 and blocked with donkey serum without an antigen retrieval step.  They were incubated with goat anti-Chat polyclonal antibody (Millipore AB144p) at 1:250 dilution overnight at 4°C.  After washing with PBS, they were incubated with Alexafluor 555 donkey anti-goat IgG (1:1000) for 1 hr at room temperature, washed with PBS, and imaged in the GFP and RFP channels on the LMD6000 microscope.  The slides were then stained with 1% Azure B in PBS for 2 min at room temperature, washed with PBS, and imaged with transmitted light on the LMD6000.

References
S1. Schnell SA, Staines WA, Wessendorf MW (1999) Reduction of lipofuscin-like autofluorescence in fluorescently labeled tissue. J Histochem Cytochem 47: 719-730.

S2. Huang DW, Sherman BT, Lempicki RA (2009) Systematic and integrative analysis of large gene lists using DAVID Bioinformatics Resources. Nature Protoc 4: 44-57.

S3. Huang DW, Sherman BT, Lempicki RA (2009) Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res. 37: 1-13.

S4. McLean CY, Bristor D, Hiller M, Clarke SL, Schaar BT, et al. (2010) GREAT improves functional interpretation of cis-regulatory regions. Nat Biotechnol 28: 495-501.

How the deposited data were processed for this re-analysis (not part of the article)

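Motor neuron RNA was sequenced in 4 libraries, 2 from wild-type SOD1-YFP and 2 from G85R SOD1-YFP mice at 3 months of age, each library from 1 mouse. The authors mapped the reads with Bowtie to mm9 and a database of splice junctions and quantified expression with Cufflinks for each UCSC gene cluster, and the deposited values are RPKM, scaled by the uniquely mapped reads of each library. A second value per gene is the same RPKM after the authors added 1 read to every gene. Both values are given for 27189 genes in each library. Raw reads were not used here, and the splicing, editing and qRT-PCR measurements of the paper were not analyzed here.

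The RPKM of 1 read was obtained as the difference between both values of a gene. Its median over genes was 0.0195 to 0.0226 in the 4 libraries, which is the precision that the depth gives to a low RPKM. Reads behind a gene were estimated as the RPKM divided by that of 1 read. Because Cufflinks divides reads between isoforms, the estimates are not exact counts, and no counting intervals were computed from them.

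Libraries were grouped by genotype, 2 against 2, with no block, since the paper forms pairs of replicates by number in Fig. 2A without stating what the members of a pair share, and the labels of the samples name no pairs. Genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend) on log2(RPKM + 0.1), for the 11530 genes with a mean RPKM of at least 1 over the 4 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The log-linear likelihood ratio test that the paper names was computed as a Poisson model of the RPKM with 1 read added, rounded to whole numbers, against the chi-square distribution with 1 degree of freedom, with Benjamini-Hochberg adjustment over all 27189 genes. The rounding was inferred from the statistics in Table S2. Lists of genes were tested with limma's camera at a preset inter-gene correlation of 0.01, for the 27 lists with at least 3 tested genes, with adjustment over the lists. Random lists matched on mean expression were drawn 10000 times for the median of a list. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9.

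The lists were the genes of Fig. 2B (as named in Table S8), the neuronal cytoskeletal and the calcium genes, the Hsp110 family, the other genes named in the paper and its qRT-PCR reference genes, genes of the proteasome, of the unfolded protein responses of the endoplasmic reticulum and of mitochondria, and of the cytosolic heat shock response, respiratory complexes I to V, the mitochondrial ribosome, import, carriers, tricarboxylic acid cycle and mitochondrially encoded genes, complement components, D/L serine biosynthesis, markers of microglia, astrocytes, oligodendrocytes, endothelium, red blood cells and motor neurons, MHC class I presentation, metallothioneins, and sex-linked genes. Genes named by symbol are every gene in the text or Fig. 2 of the paper, and the 10 largest increases and 10 largest decreases among genes called by limma whose genotypes did not overlap. Where a named gene had more than 1 entry, the entry with the highest mean RPKM stood for it, while tests across genes and lists used every tested entry. Genes were placed on NCBIM37 by symbol (17131 genes), Entrez identifier (246) or synonym (1698), and 38 matches off the chromosome of their neighbors were dropped. Neighboring called genes were counted as pairs within 10 tested genes in genome order and compared with 10000 random draws of as many tested genes.

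The tests, the lists, the rule for named genes and most of the alternatives were set before the data were examined, but after Table S2 of the paper had been read. The alternatives were pseudocounts of 1 and 0.01, rescaling by the median ratio, quantile normalization, a replicate block, other minimum RPKM (0.1, 5 or none), eBayes without trend or with robust estimation, an adjusted p under 0.1, leaving out each library, other roundings, scales and variances for the log-linear test, fry and an estimated correlation for the lists, and other distances and draws for the neighbors. Chosen after the data were seen were voom on the estimated reads, which takes them as counts, the log-linear test without the added read or with a dispersion for each level of RPKM, the order of the cluster numbers, and the pairs more than 100 kb apart. With 1 library left out, a genotype has a single library, and only values were computed.

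The tests were also tested on simulated data. For limma the noise was independent, at the variances that limma had estimated, and for the log-linear test it was Poisson noise. With 200 of 11530 genes changed 4-fold, limma made 214 calls, which included 100% of these genes. Some other genes carried a smaller shift, and 6.1% of the calls were genes without any change. The log-linear test recovered 70% of 200 genes changed 2-fold, drawn from genes with a mean RPKM of at least 20, and made 0 calls on Poisson values without change, where 4.1% of genes had a p under 0.05.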

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

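Chosen only after the results were seen were the tests of shared reads, of copy number, of mapping, of the transgene insertion, of single chromosomes and of red blood cells, and the order of the cluster numbers.

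Called genes lay near each other along the chromosomes, a signal in gene positions, which the paper does not report. Of the 74 genes called by limma, 62 could be placed, and 13 pairs of them lay within 10 tested genes of each other, against 3.56 pairs on average in random draws (permutation test, one-sided, p = 0.0003). Within 30 tested genes it was 31 pairs against 10.44 (permutation p = 0.0001, the smallest that the draws can give). In the order of the cluster numbers in the files, which needs no annotation, it was 15 pairs against 4.68 (permutation p = 0.0001). Within 3 tested genes it was 3 pairs against 1.06 (permutation p = 0.094), and for the genes called by the log-linear test 5 pairs against 2.89 (permutation p = 0.16).

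The pairs form 9 clusters with 20 called genes, among them Arl16, Ndufaf1, Pla2g4e and B2m of Fig. 2B. Gchfr, Exdl1, Ndufaf1 and Pla2g4e lie on chromosome 2 between 118993509 and 120071071, and Ell3 and B2m between 121264746 and 121978819. The others are Alox8 and the lower entry of Chd3, and 1810049H13Rik and Arl16, on chromosome 11, H2-M3 and Cyp39a1 on chromosome 17, Glyat and Gna14 on chromosome 19, 1700003M02Rik and Dnaja1 on chromosome 4, and Sult2b1 and Kcnj11, and both entries of Hbb-b1, on chromosome 7. By chromosome, 10 of the 506 tested genes of chromosome 17 were called (Fisher's exact test, adjusted p = 0.0135 over 20 chromosomes).

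The tables argue against several explanations. Draws matched on mean expression, which had been set before, held as many pairs with a permutation p of 0.0002. Their reading as a test of chance placement, which they argue against, came afterwards. Reads shared between copies or overlapping genes are argued against by 11 pairs whose starts are more than 100 kb apart, against 3.09 in random draws (permutation p = 0.0005), and stay open for the other 2 pairs. In 6 clusters called genes changed in both directions, which argues against a gain or loss of copies of these regions. Alleles of 1 genotype whose reads failed to map are argued against in the same 6 clusters only as the cause of the changes in both directions together. In the other 3 clusters all called genes changed in 1 direction. A gain or loss of copies of the whole region is argued against in 2 of them, since every tested gene between the called genes changed by less than each called gene. Between Ell3 and B2m 6 such genes had log2 fold changes of -0.22 to 0.45, where the called genes had at least 1.67, and between Glyat and Gna14 5 genes had -0.29 to 0.06. No tested gene lies between the entries of Hbb-b1, so that copies and regulation cannot be told apart in this 1 cluster. Because failed mapping can affect single genes, it and regulation cannot be told apart for the called genes of these 3 clusters, nor for those of either direction among the 14 called genes of the other 6. The insertion of the transgene on chromosome 4 is argued against by 8 clusters on other chromosomes and stays open for the 1 cluster on chromosome 4. What stays open for the clusters as a whole are strain haplotypes of the mixed C57BL/6J and SJL/J background, for which a number of pairs above random draws was predicted before it was counted, and the 13 pairs are consistent with them. No genotypes of the animals were examined. Because each SOD1-YFP genotype is a separate strain, a haplotype that differs between the strains may change RNA levels together with the transgene. An effect of G85R SOD1 on these genes is the biological explanation that the design names, and it was not tested apart from the strain.

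Hbb-b1, a hemoglobin gene that the paper does not discuss, had a log2 fold change of 2.42 (adjusted p = 0.00173 from limma), with an RPKM of 1.75 and 2.00 in wild-type and 10.7 and 10.2 in G85R. A second entry of Hbb-b1 had 0.489 and 0.613 in wild-type and 2.02 and 1.90 in G85R, a log2 fold change of 1.67. The annotation gives both entries the same position. Red blood cells left in the captured tissue may be a source. Alas2, which red blood cell precursors express, had a log2 difference of 1.97, with 0.0707 and 0.0999 in wild-type and 0.678 and 0.570 in G85R, but these values are too low to decide. The entries of Hba-a2 were listed at 0, apart from 0.132 in G85R replicate 1 for 1 entry, and since reads of near-identical globin copies can be lost or divided, they do not decide either. Red blood cells, a strain difference and an effect of G85R therefore cannot be told apart for Hbb-b1.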

How the results depend on the processing

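Chosen only after the data were seen were the settings with voom, with a dispersion for each level of RPKM, without the added read, with the order of cluster numbers and with pairs more than 100 kb apart. Unless a reason is given, the cause was not tested.

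The number of genes called by limma was 74. It stayed between 73 and 101 with pseudocounts of 1 and 0.01, rescaling by the median ratio, a minimum mean RPKM of 0.1, robust eBayes and voom. It was 40 after quantile normalization (all 40 among the 74), 49 without the intensity trend (42 shared), 17 with a minimum mean RPKM of 5, where 7849 genes were tested, 112 without a filter (2 shared), and 142 with an adjusted p under 0.1, which admits more genes by construction. With a replicate block it was 527, 57 of the named genes were called in place of 31, and the adjusted p of the proteasome list was 0.0435. The paper forms pairs by replicate number in Fig. 2A without stating what the members of a pair share, and the correlation across genes of their deviations from the genotype mean was 0.22.

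The log-linear test called 62 genes, and between 60 and 70 without rounding, after rescaling by the median ratio and without the added read. It called 1 gene with RPKM multiplied by 0.1 and 1358 with RPKM multiplied by 10, since a Poisson variance depends on the unit. It called 253 genes with a quasi-Poisson variance and 230 with a dispersion for each level of RPKM. On other splits it called 48 genes for replicate 1 of both genotypes against replicate 2, and 21 for wild-type 1 and G85R 2 against the others.

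The lowest r between libraries was 0.973, and 0.982 with a pseudocount of 1, 0.978 with a minimum mean RPKM of 0.1 and 0.991 without a filter. With a minimum mean RPKM of 5 it was 0.971. Within 3 tested genes, 3 pairs of neighboring called genes were counted against 1.06 on average in random draws (permutation test, p = 0.094). For genes called by the log-linear test it was 5 pairs against 2.89 (permutation test, p = 0.16). Both counts lay above the mean of the draws but did not reach a p under 0.05, and so few pairs cannot decide.

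Of the lists, 6 had an adjusted p under 0.05. With a minimum mean RPKM of 0.1 it was 10 lists, with MHC class I presentation at 0.0422, complex IV at 0.0328, the mitochondrial unfolded protein response at 0.0422 and red blood cell markers at 6.92e-08. The last list then has 3 tested genes, both entries of Hbb-b1 and Alas2, in place of the 2 with which it was below the minimum of 3. Without a filter MHC class I presentation was at 0.0447, the mitochondrial unfolded protein response at 0.0204 and red blood cell markers, then with 5 genes, at 5.29e-05. After rescaling by the median ratio the mitochondrial unfolded protein response and the proteasome were at 0.0433. After quantile normalization complex I was at 0.368. With an estimated correlation 0 lists had an adjusted p under 0.05 and 1 an unadjusted one, with the heat shock, calcium, microglia, astrocyte and metallothionein lists at 0.641 and complex I at 0.681. With fry 3 lists had an adjusted p under 0.05, the 15 genes of Fig. 2B among them at 0.0451, while complex I, microglia and astrocytes were at 0.616 and metallothioneins at 0.325.

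Among single genes, 51 results in 37 genes changed, 12 of them weaker, 34 stronger and 5 with another sign. These were Nefl (0.00), Nefm (0.00) and Gak (0.00) after quantile normalization, and Gak (0.03) and Eif4h (0.00) after rescaling by the median ratio. All 5 values lie near 0 with an adjusted p of at least 0.969 from limma, so that they carry no direction and say nothing about stability. With 2 libraries per genotype, a call of a single gene cannot be checked by permutation.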

Differences from the paper's values

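The test with limma voom on the estimated reads was chosen only after the results were seen.

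The paper states a reduction of Pla2g4e by approximately 8-fold for a change identified by both RNA-Seq and qRT-PCR, without saying which of them gave the value, and the RPKM gave a 3.96-fold reduction. The paper's own log2 ratio in Table S2 is -2.03 on its scale, and the RPKM with 1 read added gave -2.03 too. None of the alternatives set before the data were examined closed the gap, with values between 3.11-fold with a pseudocount of 1 and 4.18-fold without G85R replicate 1.

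The paper places Hsp110, B2m and Pla2g4e among the largest changes. By the RPKM, Hsp110 ranked 14 of the 15 genes of Fig. 2B, and Scg5 and Dcxr ranked 1 and 3. The increase of Hsp110 was 1.49-fold, below the fold that the paper states in the same way for Hsp110 and B2m, and 1.6-fold at most, without wild-type replicate 1. The paper chose genes for qRT-PCR by a minimum fold change, and 12 of the 15 met it, while Vgf (1.47-fold), Fgfr1 and Hsp110 lay under it.

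The paper names C1qa as significantly different and also found it changed by qRT-PCR, which was not analyzed here. On the RPKM limma did not call C1qa (adjusted p = 0.417). The log-linear test gave C1qa a raw p of 0.0459 from the chi-square distribution, and limma with a replicate block called it. The paper lists Nefl, Nefm, Prph, Calca, Calcb, Ppp3ca and Hpcal1 as reduced and Pcp4 as changed. Limma called 0 of these 8 genes, of which 4 had an unadjusted p under 0.05, and the log-linear test gave all 8 a raw p under 0.05. For Calca, Hpcal1 and Pcp4 the paper also rests on qRT-PCR (Fig. 2B), which the RPKM do not address. Calca, Calcb, Pcp4 and Hpcal1 were called with a replicate block, and Hpcal1 also with robust eBayes and with voom. Of the other genes of Fig. 2B that limma did not call, Cyb561, Fgfr1, Vgf, Kcnc4 and Hsp110 were called with a replicate block, Kcnc4 also with a pseudocount of 1 and robust eBayes, and Vgf, Kcnc4 and Hsp110 with voom. Nefl, Nefm, Prph and Ppp3ca were called under no alternative of limma that was run.

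The paper proposes that there was no global heat shock response. In the list of cytosolic heat shock genes 20 of 24 had a higher mean in G85R, and Hspa1b, Dnaja1 and Dnajb1 were called by limma. The list differed as a set with camera (adjusted p = 1.41e-07) and with fry (adjusted p = 0.0483), and with an estimated correlation (adjusted p = 0.641) it did not.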

Other observations

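Chosen only after the results were seen were the tests of a lower share of motor neuron RNA and of the calls below an RPKM of 100, and the calls with a dispersion for each level of RPKM.

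Of the 14 microglia markers in the files, 9 were tested and all 9 had a higher mean in G85R, with a median log2 fold change of 0.69, at percentile 100 of random lists matched on mean expression. The rise came from 1 library, with a median of 1.04 against the wild-type mean in G85R replicate 1 and of -0.03 in G85R replicate 2. Among the markers, Ctss had an RPKM of 5.61 and 4.95 in wild-type and 13.8 and 6.64 in G85R, and Tyrobp 1.39 and 1.48 against 5.29 and 1.93. With limma 0 of the 9 had an adjusted p under 0.05 and 2 an unadjusted one. A lower share of motor neuron RNA would raise the markers of all other cells alike. The medians of the microglia and oligodendrocyte markers differed by 0.62 (permutation test over markers, p = 0.012). In G85R replicate 1 alone they differed by 0.78 (permutation test over markers, p = 0.0255). Both p take markers of the same captures as independent and measure no spread between captures. The differences describe these libraries, and the test cannot exclude a lower share as the whole cause. A lower share in G85R replicate 1 may account for a part, since the median of its oligodendrocyte markers was at percentile 100 of random lists. That of its motor neuron markers was at percentile 0.1. RNA of microglia in the capture of G85R replicate 1 may therefore account for part of the increase of C1qa. More microglia, or more RNA in them, around G85R motor neurons is a biological form of the same explanation, and a difference in the capture itself is a technical one, and no test here separates them.

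Gfap had an RPKM of 11.5 and 17.1 in wild-type and 91.9 and 28.4 in G85R, a log2 fold change of 1.86 (adjusted p = 0.212 from limma), and 1.01 without G85R replicate 1. The entry M25937, which lies beside Gfap in the cluster numbers of the files, had 23.5 and 24.0 against 174 and 49.4. The other 13 astrocyte markers had a median log2 fold change of 0.25, at percentile 100 of random lists, with a median of 0.35 in G85R replicate 1 and 0.02 in G85R replicate 2. With Gfap, 11 of the 14 were higher in G85R, or 12 after quantile normalization, with 2 at an unadjusted p under 0.05 and 0 at an adjusted one. Of the 14 markers, 3 (Gfap, Aldoc and Apoe) are shown in Fig. 2A and were thus picked from these libraries by the study, whereas 0 of the microglia markers were. RNA of astrocytes in the capture of G85R replicate 1 may account for part of the increase of Gfap, and gliosis around the motor neurons is its biological form. Apoe, which the paper shows in Fig. 2A, had 136 and 160 against 293 and 159.

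The oligodendrocyte, endothelial and motor neuron lists had smaller medians. The 10 oligodendrocyte markers had a median log2 fold change of 0.07 (adjusted p = 0.0869 from limma's camera), with 0.26 in G85R replicate 1 and -0.17 in G85R replicate 2, and 1 called gene, Aspa (1.33 and 1.76 against 5.63 and 4.57, adjusted p = 0.0242 from limma), named after its values were seen. The 5 endothelial markers had a median of 0.10 (adjusted p = 0.871 from limma's camera), and the 6 motor neuron markers one of -0.16 (adjusted p = 0.210 from limma's camera), with -0.32 in G85R replicate 1 and -0.01 in G85R replicate 2. Of the red blood cell markers only both entries of Hbb-b1 were tested, with a median of 2.05.

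The metallothioneins Mt1, Mt2 and Mt3 had log2 fold changes of 0.53, 0.94 and 0.29. Limma called 0 of the 3, with 3 at an unadjusted p under 0.05 and 3 when adjusted over the list alone, and as a set they were higher (adjusted p = 0.000905 from limma's camera). The study shows these genes in Fig. 2A. Of 7 genes of MHC class I presentation, 5 were higher, with a median of 0.19 (adjusted p = 0.106 from limma's camera), and limma called B2m and H2-M3, the latter lower by 1.24 on the log2 scale. H2-D1 had an RPKM of 6.75 and 60.1 in the wild-type libraries and 104 and 112 in the G85R libraries, so that the wild-type replicates differed from each other. The 17 other genes named in the paper had a median of 0.03 (adjusted p = 0.169 from limma's camera), among them Gak (-0.00), Eif4h (-0.03), Gria2 (-0.04), Limk1 (0.19) and Spp1 (-0.51). The 1 mitochondrially encoded gene, mt-Nd4, had 0.34, and between 0.12 and 0.55 with 1 library left out. Of the qRT-PCR references only Hprt1 was tested, with a log2 fold change of 0.11, and both entries of Gapdh were listed at 0 or near it. Sod1 had 0.20. With 1 library left out, Hprt1 ran from -0.05 to 0.27 and Sod1 from -0.10 to 0.50, so that neither has a stable direction. Of the sex-linked genes 0 were tested, and the 12 genes placed on chromosome Y were listed at 0 in all 4 libraries.

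The variance within genotypes was compared with that of the Poisson model behind the log-linear test, as the ratio of both. For the 763 genes with a mean RPKM of at least 100 the ratio averaged 2.42, so that the Poisson variance may be too small there and part of the 37 calls among them too many, and 15 were called with a dispersion for each level of RPKM. For the 10767 genes between 1 and 100 the ratio averaged 0.25, below that of the Poisson model, and 215 were called with the same dispersion. The average does not describe the 25 calls among them, of which 14 had a ratio above 1 of their own. Limma, which estimates the spread between libraries, also called 12 of the 25, which argues against a Poisson variance that is too small as the cause of these 12 calls. For the other 13, all with a ratio above 1, it cannot be told apart from a difference between genotypes, since single ratios rest on 4 values. Of the 37 calls at an RPKM of at least 100, limma also called 4.

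The log-linear test was repeated on the other splits of the 4 libraries. Of the 3 splits, 1, that by genotype, gave as many as 62 genes, and with 3 splits no share under 0.05 can be reached. Replicate 1 of both genotypes against replicate 2 gave 48 genes and the remaining split 21. Genes listed at 0 in both libraries of one group and at an RPKM of at least 1 in both of the other numbered 7 for the split by genotype, 4 for that by replicate number and 1 for the third. By genotype these were BC023719, Txnl4, AK088877, C030030A07Rik, and, named after their values were seen, Slc31a2 (1.44 and 1.18 in G85R), Saa2 (1.05 and 1.74 in G85R) and 1 entry of Chd3.

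Single libraries stood apart in a few genes of Fig. 2A. Rplp1 had an RPKM of 46.0 and 47.0 in wild-type and 117 and 48.4 in G85R, and its log2 fold change of 0.70 fell to 0.06 without G85R replicate 1. Npy had 1.38 and 1.12 against 2.95 and 19.7, with a log2 fold change of 2.53, and 1.18 without G85R replicate 2. No explanation was tested for these genes.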
